A study of Homo sapiens with 18 samples.

How the data were processed

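RNA was measured in HepG2 cells, an established human liver cancer cell line. Per the labels, cells were kept without serum for 16 h and then received either 10 nM insulin or no insulin for 4 h. There were 9 libraries labelled insulin and 9 labelled control, 18 in total, which the labels call biological replicates, and libraries were made from total RNA with a stranded mRNA kit. The labels say nothing of shared days or batches, so no batch could be examined.

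The values used come from 1 table of the authors' own comparison over the whole series, with 0 columns of values per library. Per the submitters' processing notes, cutadapt 1.4.2, STAR 2.4.1d, featureCounts 1.4.4 and DESeq2 1.16.1 were used with the hg19 genome build. The role of each tool, the strand setting of the counting, the handling of reads that map to several places and the annotation release are not given in the sources used here. Per the file headers, the table lists for each gene the mean normalized count, a signal averaged over libraries by the authors. It also lists a log2 fold change by the authors, whose direction (insulin over control) was taken from the order of the groups in the table's name. The Wald statistic, a score, was also deposited by the authors, together with a p-value and an adjusted p-value. Gene coordinates are those of the authors' table (hg19 per the labels).

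What the table holds was checked on its values. The authors' deposited table lists 57373 genes, of which 36522 have a p-value and 16601 an adjusted p-value. The p-value equals the two-sided normal tail of the Wald statistic, and the adjusted p-value equals a Benjamini-Hochberg adjustment over the genes with a mean normalized count of 5.78 or more. Below that limit, 19921 genes have a p-value only and 20851 have no p-value. The deposited log2 fold changes are shrunken toward 0 at low counts. The median ratio of fold change to statistic was 0.128 for mean normalized counts of 10 to 100 but 0.0263 for means under 1. This ratio is called the implied standard error below; it was computed here from the authors' deposited table, is approximate, and may be too small for low-count genes. In 83 genes, 17 of them with an adjusted p-value and 2 of them called, the deposited fold change and statistic differ in sign. These 83 were left out of every step that uses the implied standard error. Calls follow the sign of the statistic.

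The design fixed before the data were examined was a limma fit on values per library. It could not be applied to a table of comparisons, so the authors' deposited p-values are the test for single genes, and a gene was called at an adjusted p-value under 0.05. Depth per library is unknown here for the same reason. Of the summed mean normalized counts in the authors' deposited table, the 10 most abundant genes hold 8.82%. The deposited symbols were used, and 51498 gene IDs matched a current symbol.

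Gene lists, 33 in number, were fixed before the data were examined. Each list with at least 5 tested members was tested with the pre-ranked camera test of limma 3.58.1 (R 4.3.3) on the deposited Wald statistic, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. This test asks whether members rank higher or lower than other genes. A correlation estimated from the libraries needs values per library and was not run; a preset correlation of 0.05 was tried in its place. For 1 list, of 15 mitochondrially encoded transcripts, no gene was analysed here. The count of called members is given over all genes tested and also adjusted over the list alone.

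The rule for named genes was also fixed beforehand. It takes the 12 called genes with the largest rise and the 12 with the largest fall among genes with a mean normalized count of at least 50, up to 3 called members of each list with the smallest p-values (2 members where a list has no call), and a fixed set of genes of insulin action and reference genes. A further condition on single libraries could not be applied, and agreement in sign between fold change and statistic was used in its place. Some genes that this rule takes are not reported here. Other list members are named where few members moved one way, and were chosen after their values were seen.

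Transcript length and GC content were taken from the longest transcript of each gene ID in GENCODE 29, which matched 96.8% of the tested genes. For each list, 10000 random lists matched on mean normalized count, and 10000 matched on length and GC content, gave the percentile of the list's median Wald statistic. Intervals are 95% bootstrap intervals over genes. Genes are not independent replicates, so these intervals describe the table and not new libraries.

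Alternatives planned beforehand that the table allowed were no filter on low counts, a mean normalized count of at least 50, an adjusted p-value under 0.01 and a change of at least 1.5-fold. Added after seeing the data were a minimum mean of 10 (the minimum of the planned fit), a preset correlation of 0.05, a rank version of the list test, the deposited log2 fold change in place of the statistic, a shift to equal estimated total counts, grouping of genes by symbol, and removal of the smooth trend of fold change on GC content and length (lowess, span 0.3). The estimated total counts were split between the groups from each gene's mean and fold change; their log2 ratio of insulin over control was -0.022.

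The steps were tested on simulated data for 16051 genes of the insulin comparison, with 200 genes changed and the implied standard errors as noise. At log2 changes of 0.25, 0.5 and 1, 52%, 87% and 100% of the changed genes were called, with 10 false calls. When the GC trend of the real table was added, 446 false calls arose, and 12 remained after the trend was removed. The trend added was the kind that this step is built to remove. Biases of another form, and real changes tied to GC content, were not simulated. In a separate simulation of lists, the list test called 10 of 10 shifted lists and 0 of 30 unshifted lists. No correlation between genes could be estimated for it from the table, so it does not cover lists whose genes vary together. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.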

Results

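RNA from 18 cultures of HepG2, a human liver cancer cell line, was sequenced to find the transcripts that respond to insulin. After 16 h without serum, 9 cultures received 10 nM insulin for 4 h and 9 received none. The series belongs to a study of the insulin receptor at gene promoters, and its only comparison in RNA is insulin against control. All gene values below are those of the authors' deposited table, and a value after ± is the implied standard error of the log2 fold change of insulin over control. The table gives no values per library, so neither depth per library nor the spread between single cultures could be shown. The median mean normalized count of a tested gene in the authors' deposited table was 373.

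Insulin changed many transcripts, most of them by little. In the authors' deposited table, 4890 of 16601 tested genes were called at an adjusted p under 0.05 (29.5%), with 2465 higher and 2425 lower after insulin. That threshold allows about 244.5 false calls. The median size of a called change was 0.29 on the log2 scale, or 1.22-fold. A change of at least 1.5-fold was listed for 152 genes that rose and 234 that fell, and a change of at least 2-fold for 10 and 41. Among 13494 protein-coding genes, 2316 rose and 2131 fell. Of 812 genes annotated as antisense RNAs, 36 rose and 97 fell, and of 787 lincRNAs, 42 rose and 82 fell.

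**Figure D1:**
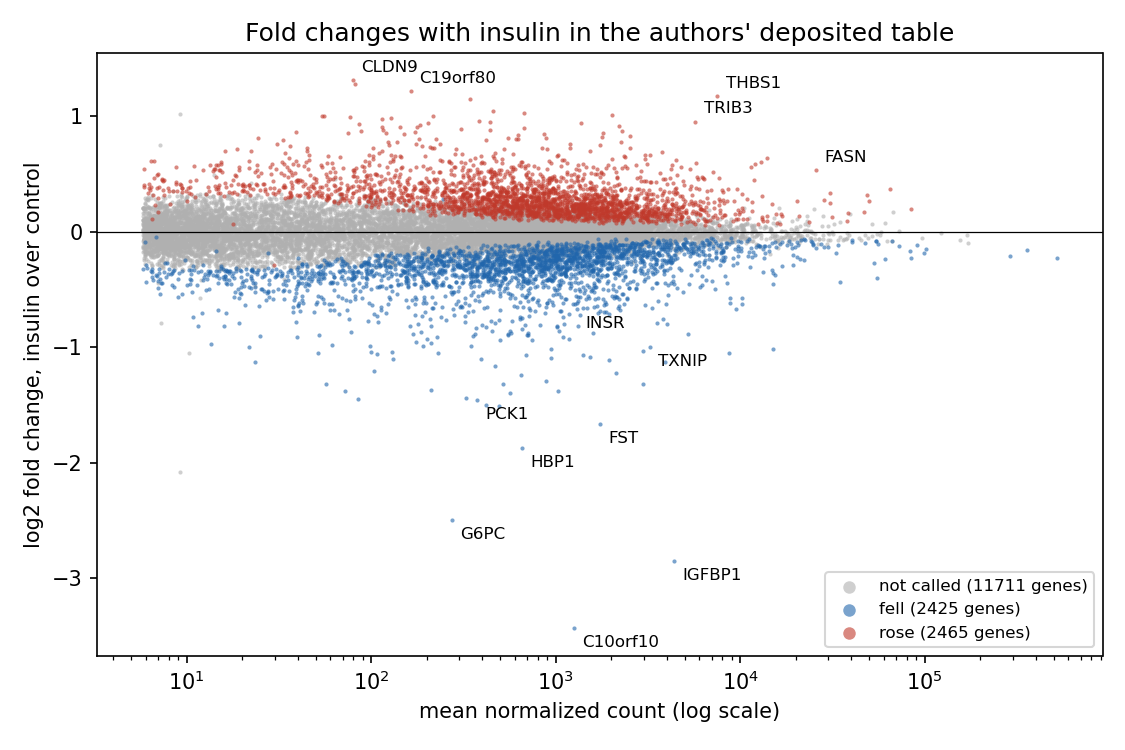
Log2 fold change of insulin over control against the mean normalized count (log scale) for the 16601 genes with an adjusted p in the authors' deposited table; each point is a gene, red for the 2465 that rose, blue for the 2425 that fell and grey for the rest. The longest tail points down, to C10orf10 at -3.43 and IGFBP1 at -2.85, while the highest gene with a mean count of at least 50, CLDN9, lies at 1.31.

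The strongest responses were losses. C10orf10, now named DEPP1, lies on chromosome 10 at 45466429 to 45474258 (hg19, minus strand) and had the largest fall in the authors' deposited table, -3.43 ± 0.068 or 10.8-fold. IGFBP1, a secreted binding protein of insulin-like growth factors (chromosome 7, 45927956 to 45933267), had -2.85 ± 0.052 or 7.20-fold, and for both genes the p-value is listed as 0. G6PC, the glucose-6-phosphatase that releases free glucose (chromosome 17, 41052814 to 41065386), was 5.63-fold lower at -2.49 ± 0.11, with an adjusted p of 3.85e-109 from the authors' DESeq2 test. The transcriptional repressor HBP1 was listed at -1.87 in the same deposited table. FST, which encodes the activin antagonist follistatin, stood at -1.67, the death ligand gene TNFSF10 at -1.51 and YPEL2 at -1.50. PCK1, the cytosolic PEP carboxykinase of gluconeogenesis, was listed at -1.46 ± 0.085, the antisense RNA RP11-706C16.7 at -1.45 and the unconventional cyclin gene CCNG2 at -1.44. FAXDC2 (-1.40) and the anion transporter gene SLC22A9 (-1.38) close the 12 largest falls among called genes with a mean normalized count of at least 50 in the authors' deposited table. LYNX1, which RP11-706C16.7 overlaps on the opposite strand, was not called (-0.02).

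Rises were smaller. CLDN9, a claudin of tight junctions (chromosome 16, 3062457 to 3064506), led the authors' deposited table at 1.31 ± 0.099, or 2.48-fold, with an adjusted p of 8.69e-38. The somatostatin receptor gene SSTR3 followed at 1.28, and C19orf80, which encodes the lipoprotein lipase regulator ANGPTL8, at 1.21 ± 0.091. THBS1, the extracellular matrix protein thrombospondin 1, had the most abundant transcript of these 12, with a mean normalized count of 7499 and a deposited log2 fold change of 1.17 ± 0.074. The authors' deposited table lists the transcriptional regulators HES4, BHLHE40, NR4A1 and BHLHA15 at 1.15, 1.02, 1.00 and 0.99. INHBE, an inhibin subunit of liver, stood at 1.04 there, the sulfatase gene ARSI at 1.01, HCAR3 at 1.00 and KIRREL2 at 1.00. C10orf10, C19orf80, FAXDC2 and HBP1 overlap another gene on the opposite strand, and the strand setting of the counting is not given in the sources used here.

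Targets of the FOXO transcription factors, which insulin signalling restrains, fell as a group. Of 22 tested members, 20 fell and 1 rose in the authors' deposited table, and the counts were the same adjusted over the list alone; the limma list test gave an adjusted p of 2.05e-45. The median member was 1.58-fold lower. IGFBP1, G6PC and PCK1 belong here, as do the receptor gene ERBB3 (-0.67 ± 0.030 in the deposited table) and TXNIP, a brake on glucose uptake, listed at -0.999 ± 0.045. The riser was GADD45A at 0.17, and PDK4 was not called at -0.19. INSR, the insulin receptor gene itself (chromosome 19, 7112266 to 7294045, minus strand), is also in this list and was 1.59-fold lower in the authors' deposited table, at -0.67 ± 0.091 and an adjusted p of 3.53e-12.

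Other genes of insulin receptor signalling moved down more often than up. Of 25 tested components, 11 fell and 3 rose in the authors' deposited table (11 and 4 adjusted over the list alone), with a list-test adjusted p of 0.0287. IGF1R fell by 0.58 and IRS1 by 0.56 on the log2 scale in that deposited table, with implied standard errors of 0.095 and 0.079. The kinase gene PDPK1 and the transcription factor gene FOXO3 were each listed at -0.33. The components that rose were AKT1 (0.23), SHC1 (0.14) and PTPN1 (0.09), all from the authors' deposited table, and SHC1 was no longer called with the GC and length trend removed (adjusted p = 0.278). The call of this list ended at a preset correlation of 0.05 (adjusted p = 0.135), at equal estimated total counts (adjusted p = 0.0513) and with the GC and length trend removed (adjusted p = 0.0899). IRS2 had a mean normalized count of 4.02, too low for an adjusted p in the deposited table, with a log2 fold change of -0.64 and an unadjusted p of 6.90e-07; without a filter on low counts it was called lower (adjusted p = 1.56e-05). HCFC1, which encodes a transcriptional co-regulator, was not called at 0.02 ± 0.081 in the authors' deposited table, or at -0.05 with the trend removed. At the preset correlation of 0.05, which stood in for an estimated one, the calls that held were FOXO targets, cholesterol synthesis, fatty acid synthesis, ribosome biogenesis, G1/S genes, ATF4 targets and bile acid genes.

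Genes of lipid synthesis rose. For cholesterol synthesis and uptake, 19 of 23 tested genes rose and 0 fell in the authors' deposited table (20 rose adjusted over the list alone; by the authors' DESeq2 values 0 were lower at an unadjusted p under 0.05), and the limma list test gave an adjusted p of 6.75e-15. HMGCS1, which makes the HMG-CoA that feeds the pathway, stood at 0.59 ± 0.033 in the deposited table. MVK (mevalonate kinase) was listed there at 0.55 ± 0.036 and the sterol dehydrogenase gene NSDHL at 0.43. For fatty acid and triglyceride synthesis, 13 of 19 tested genes rose and 0 fell, over all genes and adjusted over the list alone alike, in the authors' deposited table, with a list-test adjusted p of 2.46e-06. With the GC and length trend removed, 18 of 23 cholesterol genes rose and 1 fell (PMVK, adjusted p = 0.0454), and 10 of 18 fatty acid genes rose and 1 fell (MLXIPL, adjusted p = 0.00905). AGPAT2, an acyltransferase of triglyceride synthesis, had the largest of these values at 0.80 ± 0.053 in the authors' deposited table. FASN, the fatty acid synthase, was listed there at 0.53 ± 0.046 and the desaturase gene FADS2 at 0.43. SREBF1, which encodes a transcription factor of lipid synthesis, rose by 0.21 ± 0.066 with an adjusted p of 0.00907 in the authors' deposited table, and its call ended with the GC and length trend removed (adjusted p = 0.318).

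**Figure D2:**
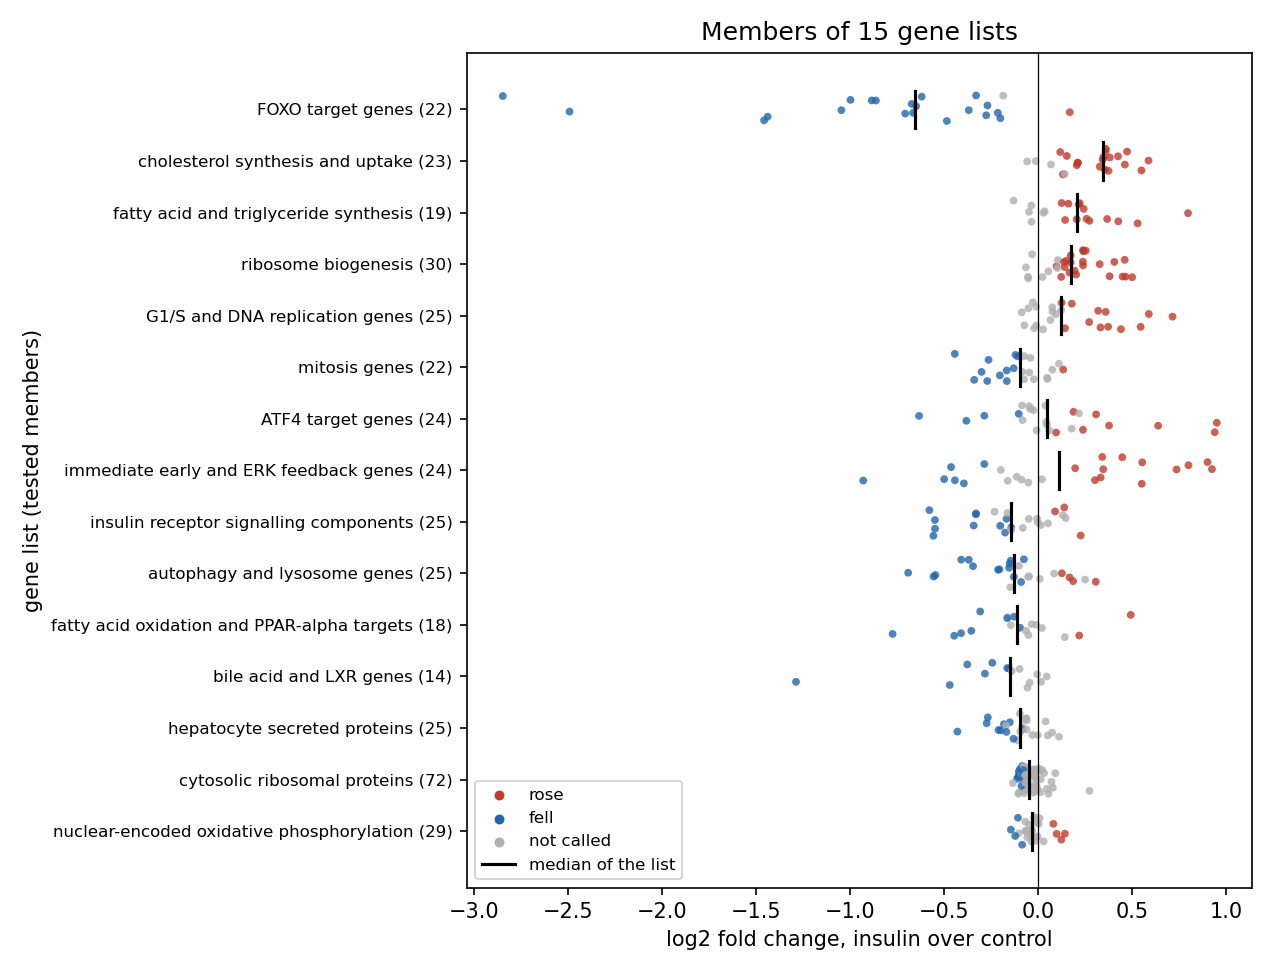
Log2 fold change of insulin over control for the tested members of 15 gene lists, from the authors' deposited table; each point is a gene, red where it rose, blue where it fell and grey where it was not called, and the black bar is the list's median. FOXO targets lie lowest, with a median of -0.66, and cholesterol genes highest, with a median of 0.34.

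Ribosome biogenesis genes rose while transcripts of the ribosomal proteins themselves did not. Of 30 tested biogenesis factors, 22 rose and 0 fell in the authors' deposited table (24 rose adjusted over the list alone; by the authors' DESeq2 values 0 were lower at an unadjusted p under 0.05), with a limma list-test adjusted p of 8.77e-09. RRS1, RRP9 and LYAR stood at 0.46, 0.46 and 0.45 in the deposited table. Of 72 cytosolic ribosomal protein genes, 0 rose and 14 fell in the authors' deposited table (14 adjusted over the list alone), all by little. RPL30, for example, was listed at -0.10 ± 0.026, RPL4 at -0.08 and RPL23 at -0.08. Their list-test adjusted p was 0.0401, but 0.258 at a preset correlation of 0.05 and 0.557 with the fold change as the statistic; the rank version gave 0.000252. With fold changes shifted to equal estimated total counts, 3 of 71 were called lower (list adjusted p = 0.116), and with the GC and length trend removed 17 of 70 (0.0899), so the count depends on the scaling. For aminoacyl-tRNA synthetases, 7 of 20 rose and 1, QARS, fell in the authors' deposited table, with FARSA at 0.30, FARSB at 0.22 and YARS at 0.15, and the list was not called (adjusted p = 0.0712); QARS was not called at equal estimated total counts (adjusted p = 0.103). The counts for 20 genes of purine and pyrimidine synthesis were also 7 and 1, with CTPS1 at 0.24, UMPS at 0.18 and IMPDH2, the member that fell, at -0.10 in the authors' deposited table (list adjusted p = 0.184).

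Part of the G1/S genes rose and part of the mitosis genes fell. The difference between these lists was not tested. Of 25 genes of the G1/S transition and DNA replication, 12 rose and 0 fell in the authors' deposited table (14 rose adjusted over the list alone), with a list-test adjusted p of 1.32e-05. CCNE1, the cyclin of S phase entry, stood at 0.71 ± 0.053 in the deposited table. The cyclin-dependent kinase inhibitor gene CDKN1A was listed at 0.59, and CDC6, needed to license replication origins, at 0.36. With the GC and length trend removed, 9 of 24 G1/S genes rose and 1 fell (CDT1, adjusted p = 0.000574). Of 22 mitosis genes, 11 fell and 1, CDC20, rose in the authors' deposited table (12 and 1 adjusted over the list alone), and CDC20 was no longer called with the GC and length trend removed (adjusted p = 0.292), when 8 fell. CENPF, which encodes a kinetochore protein, had -0.44 ± 0.086 in that deposited table, the spindle checkpoint kinase gene TTK -0.34 and the cyclin gene CCNB2 -0.20. The mitosis list had an adjusted p of 0.0292. Its call ended under 4 of 5 alternatives to the list test, with adjusted p up to 0.162, and the rank version gave 0.00463.

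Immediate early genes and ERK feedback genes went both ways, with 12 of 24 rising and 6 falling in the authors' deposited table (the same adjusted over the list alone), and the list was not called (adjusted p = 0.095). EGR1 (0.90 ± 0.090), JUNB (0.74 ± 0.068) and JUN (0.55 ± 0.042) rose in the authors' deposited table. DUSP6, a phosphatase that dampens ERK, was listed there at -0.93 ± 0.053 and the growth transcription factor gene MYC at -0.46 ± 0.052. Of 24 targets of the amino acid response factor ATF4, 8 rose and 4 fell in the authors' deposited table (9 and 5 adjusted over the list alone), with a list-test adjusted p of 1.85e-05. The pseudokinase gene TRIB3 (0.95 ± 0.027), the mTORC1 inhibitor gene DDIT4 (0.94 ± 0.054) and the amino acid transporter gene SLC7A5 (0.64) led the deposited values. The 4 that fell were SLC7A11, NUPR1, CTH and SHMT2, and the list was not called by a rank version of the test (adjusted p = 0.204) or with the fold change as the statistic (0.0679). For endoplasmic reticulum chaperones, 4 of 18 rose and 4 fell in the authors' deposited table, with SDF2L1 at 0.61, MANF at 0.44 and HERPUD1 at -0.28 (list adjusted p = 0.376).

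Of 25 autophagy and lysosome genes, 14 fell and 4 rose in the authors' deposited table (15 and 5 adjusted over the list alone), with a list-test adjusted p of 0.00452, or 0.0579 at a preset correlation of 0.05. ATG14, which directs a lipid kinase to forming autophagosomes, stood at -0.69 ± 0.052 in the deposited table, GABARAPL1 at -0.56 and the proton pump subunit gene ATP6V1H at -0.37; RRAGD, SQSTM1, GLA and NEU1 rose. Of 18 genes of fatty acid oxidation, 8 fell and 2 rose in the authors' deposited table (9 and 2 adjusted over the list alone; list adjusted p = 0.039). That call ended under 4 of 5 alternatives to the list test, with adjusted p from 0.0700 to 0.135, and the rank version gave 0.0184. CREB3L3 (-0.77 ± 0.056) and CPT2 (-0.41 ± 0.038) fell in the deposited table, while PLIN2, a coat protein of lipid droplets, rose by 0.49, as did the carnitine carrier gene SLC25A20 by 0.22. Of 14 bile acid and LXR genes, 7 fell and 0 rose in the authors' deposited table, both over all genes and adjusted over the list alone, with a list-test adjusted p of 0.000507. NR0B2, a repressor of bile acid synthesis, was listed at -1.29 ± 0.064, the sterol hydroxylase gene CYP8B1 at -0.47 and the exporter gene ABCC2 at -0.24. NR0B2 overlaps NUDC on the opposite strand.

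Glycolysis genes were not called as a list (adjusted p = 0.37), although 7 of 22 rose and 1 fell in the authors' deposited table. With the GC and length trend removed, 3 rose and 4 fell. The member with the largest deposited change was SLC2A2, the glucose transporter gene of liver, at -1.24 ± 0.082, whereas SLC2A3 was listed at 0.56 and PGAM1 at 0.17. In the pentose phosphate pathway, 1 of 7 genes, RPIA, rose (0.21, with a list adjusted p of 0.296). At equal estimated total counts 3 of the 7 rose, and 1 with the GC and length trend removed. For 29 nuclear-encoded genes of oxidative phosphorylation, 4 rose and 4 fell in the authors' deposited table (list adjusted p = 0.514), with ATP5A1 at -0.11, SDHA at -0.12 and NDUFB10 at 0.14. With the GC and length trend removed, 2 rose and 5 fell, and NDUFB10 was not called (adjusted p = 0.117). At equal estimated total counts 4 of the 29 rose and 2 fell, so the balance depends on the setting. Mitochondrial protein import genes rose in 6 of 19 cases and fell in 1, with TIMM44 at 0.43, TIMM8A at 0.27, TIMM22 at 0.19 ± 0.045 and TOMM70A at -0.34 in the authors' deposited table (list adjusted p = 0.132).

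Some liver secretory genes fell, by small amounts. Of 25 hepatocyte secreted proteins, 10 fell and 0 rose in the authors' deposited table, over all genes and adjusted over the list alone, among them the fibrinogen genes FGA (-0.43 ± 0.061) and FGG (-0.27 ± 0.068) and the inter-alpha-trypsin inhibitor gene ITIH2 (-0.17). The list-test adjusted p was 0.0287, and the call ended under 3 of 5 alternatives, with adjusted p of 0.0515, 0.105 and 0.135. Of 15 hepatocyte transcription factor genes, 5 fell and 1 rose in the authors' deposited table (list adjusted p = 0.655). At equal estimated total counts 3 of 15 fell and 1 rose, and with the GC and length trend removed 3 of 14 fell and 1 rose. The riser, CEBPA, had 0.87 ± 0.091, against -0.42 for PROX1. For 14 acute phase genes, 5 rose and 1, CFB, fell in the authors' deposited table (list adjusted p = 0.0692), with IL8, now CXCL8, at 0.89, the NF-kappa-B inhibitor gene NFKBIA at 0.65 and SERPINA3 at 0.24. Of these 14 genes, 5 rose and 3 fell with the GC and length trend removed. The counts were 6 and 1 at equal estimated total counts.

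Stress and clock lists were mixed. For 17 interferon response genes, 4 rose and 3 fell in the authors' deposited table (list adjusted p = 0.998), with IFIT1 at -0.71, IFIT3 at -0.62 and DDX58 at -0.40; IFIT1 and IFIT3 lie opposite LIPA. The interferon median was 0.08 and the mean -0.01, with the test upward. With the GC and length trend removed 0 of the 17 rose, although their median was 0.09. Of 18 hypoxia response genes, 6 rose and 7 fell in the authors' deposited table. INSIG2, a retention factor for sterol sensors, had -1.23 ± 0.040 in that deposited table and NDRG1 -0.68. The hypoxia list-test adjusted p was 0.0287, and the call ended under all 5 alternatives, with adjusted p from 0.0513 to 0.675. For 15 NRF2 targets, 2 rose, HMOX1 (0.72) and SRXN1 (0.54), and 5 fell, OSGIN1 (-0.64) among them, in the authors' deposited table (list adjusted p = 0.774). The NRF2 median (-0.01) and mean (-0.02) lay below 0, while the test pointed up. With the GC and length trend removed 2 NRF2 targets rose and 3 fell, and at equal estimated total counts 2 rose and 4 fell. For 18 circadian clock genes, 3 rose and 6 fell in the authors' deposited table (list adjusted p = 0.376), with BHLHE40 up by 1.02 and HLF at -0.58. Lists for which the count adjusted over the list alone is not given above had the same counts, except endoplasmic reticulum chaperones (5 and 4), hypoxia (7 and 7), circadian genes (3 and 7), aminoacyl-tRNA synthetases (8 and 1) and mitochondrial import (6 and 2).

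Markers of other cells were mostly low, with list medians of 1.62 to 12.7 mean normalized counts in the authors' deposited table. Called members were PDGFRB (-0.34) of 5 fibroblast genes, LYZ (-0.23) of 6 leukocyte genes, and KRT19 (0.24) and SOX9 (-0.12) of 6 epithelial genes in the authors' deposited table. Of 7 endothelial genes 0 were called by the authors' DESeq2 values and 1 had an unadjusted p under 0.05, CLDN5 (p = 0.0172), while ESAM had p = 0.386; CLDN5 was called at equal estimated total counts (adjusted p = 0.0383). LYZ had a mean normalized count of 83761 and KRT19 one of 14806, in a line that expresses both. The list adjusted p was 0.916 for fibroblast, 0.837 for endothelial, 0.38 for leukocyte and 0.803 for epithelial markers. The fibroblast median was 0.03 against a mean of -0.02, with the test downward, and the endothelial median -0.01 against a mean of 0.04, with the test upward. Replication-dependent histone transcripts, which lack a poly(A) tail when normally processed, were listed as lower in 5 of 9 tested genes in the authors' deposited table, such as HIST2H2BE (-0.31), HIST1H1C (-0.25) and HIST1H2BC (-0.39), and the list was not called (adjusted p = 0.124). Reference genes were mixed. ACTB, the gene of beta-actin, rose by 0.37 ± 0.039 in the authors' deposited table. GAPDH (0.00 ± 0.017), PPIA (-0.02 ± 0.036), B2M (-0.03 ± 0.059), HPRT1 (-0.12 ± 0.049) and TBP (0.12 ± 0.052) were not called in the authors' deposited table. With the GC and length trend removed, GAPDH was called lower (-0.07, adjusted p = 0.000672), TBP was called higher (0.0391) and B2M turned to 0.02; PPIA turned to 0.01 at equal estimated total counts.

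Fold changes followed the GC content of the transcript. Across 13275 protein-coding genes of the authors' deposited table, Spearman's rho between GC content and log2 fold change was 0.334 and Pearson's r 0.318; genes are not independent replicates. Of the 1328 genes with the lowest GC content, up to 38.7%, 6.63% rose and 24.4% fell, against 36.8% and 4.74% of those with the highest, from 61.9%. Genes not called showed the same order, with medians of -0.04 and 0.06 in these groups. With the GC and length trend removed, 4503 genes were called, 2186 higher and 2317 lower. Of 4769 genes called as deposited that could be corrected, 3731 remained called, all in the same direction, and all 372 of them with a change of at least 1.5-fold did.

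**Figure D3:**
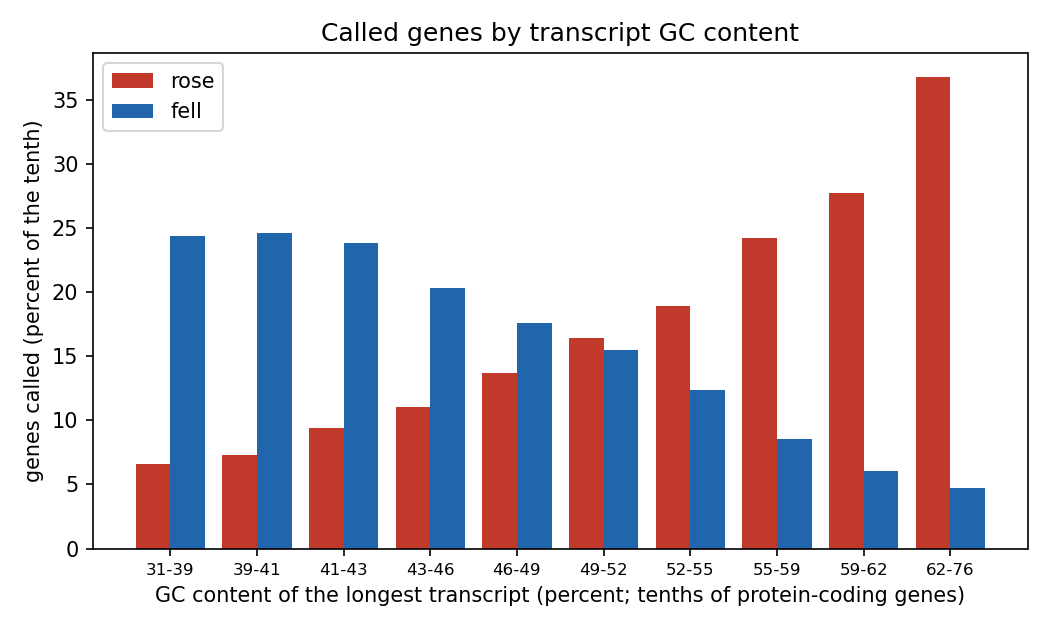
Percent of protein-coding genes that rose (red) or fell (blue) with insulin in the authors' deposited table, for 10 groups of equal size ordered by the GC content (percent) of the longest transcript. The share that rose climbs from 6.63% to 36.8%, and the share that fell drops from 24.4% to 4.74%.

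Antisense RNAs and the coding genes opposite them moved together to a degree. For 531 antisense genes that overlap 1 tested coding gene, the log2 fold changes of the authors' deposited table correlated across pairs with a Spearman's rho of 0.263 and a Pearson's r of 0.257 (permutation p for rho 1e-05, the smallest that 100000 permutations can give). In 41 pairs both genes were called, 34 of them in the same direction. The correlation was not repeated with the GC and length trend removed, so the part of it owed to that trend is unknown. The permutation treats the pairs as independent of each other. The library kit keeps the strand, but the strand setting of the counting is not given in the sources used here, so shared reads cannot be excluded. Named genes that overlap a gene on the opposite strand also include HMGCS1, MVK, FADS2, SREBF1, PDPK1, JUNB, CPT2, CYP8B1, YARS, RPL4, RPL30, TIMM22, TOMM70A, ATP5A1, PROX1 and SOX9. Reads of close paralogs, such as ribosomal protein genes and their pseudogenes, may also have been split or dropped by a rule not given there.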

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

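No paired analysis was possible because the table used here holds no values per library. For the same reason these settings, chosen beforehand, were not run: other pseudocounts, the replicate number as a block, TMM and upper-quartile scaling, library weights, leaving out each library, robust variance moderation, count tests, an estimated inter-gene correlation and fry; splits of the samples by chance could not be counted either. The filters on low counts (none, at least 10, at least 50), an adjusted p under 0.01, the shift to equal totals and the removal of the GC and length trend left the numbers of genes that rose and fell within 1.5 times of 2465 and 2425. Requiring at least 1.5-fold lowered them to 152 and 234, as fewer genes can pass. Equal totals moved the share of higher calls from 50.4% to 59.1%. The alternatives to the list test, equal totals, the trend removal and the minimum of 10 were chosen after seeing the data.

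Lists of FOXO targets, cholesterol synthesis, fatty acid synthesis, ribosome biogenesis, G1/S genes and bile acid genes were called in the same direction under all 5 alternatives to the list test. At a preset correlation of 0.05, the adjusted p rose to 0.135 for receptor signalling, mitosis, fatty acid oxidation, hepatocyte secreted proteins and hypoxia, to 0.258 for ribosomal proteins and to 0.0579 for autophagy, by construction of a stricter test. With the fold change in place of the statistic it was 0.0679 for ATF4 targets, 0.557 for ribosomal proteins, 0.105 for mitosis and for hepatocyte secreted proteins, 0.0932 for fatty acid oxidation and 0.513 for hypoxia, while acute phase genes passed at 0.0167. The rank test lost ATF4 targets (0.204) and hypoxia (0.675) and called glycolysis, aminoacyl-tRNA synthetases and histones, each at 0.0354. At equal totals it was 0.0513 for receptor signalling and for hypoxia, 0.0515 for mitosis and for hepatocyte secreted proteins, 0.116 for ribosomal proteins and 0.0700 for fatty acid oxidation. Without the GC and length trend it was 0.0899 for receptor signalling and for ribosomal proteins, 0.162 for mitosis and for hypoxia, and 0.0975 for fatty acid oxidation. Apart from the stricter correlation, the cause was not tested. Among the named genes, GAPDH turned from 0.00 and not called to lower with the trend removed (-0.07, adjusted p = 0.000672). In that setting NDUFB10 (0.117), SREBF1 (0.318), SHC1 (0.278), CDC20 (0.292) and FZD9 (0.176) were no longer called and TBP (0.0391) was. PMVK (0.0454), MLXIPL (0.00905) and CDT1 were also called lower there. Equal totals called TBP (0.0269) and CLDN5 (0.0383) and lost QARS (0.103). In simulated data with 200 changed genes, 52% of changes of 0.25 on the log2 scale were called. The deposited table has 4890 calls, so the same adjusted p stands for a looser cutoff on the p-value there. Small changes may have been missed in that table, but the share is not known.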

Other observations

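The family tests in this part, the GC slopes without single lists and in non-coding RNAs, the alternatives to the list test and the values with the trend removed were chosen after the data were seen; the tests of the explanations weighed for the last 3 patterns were otherwise fixed before their results. Protein-coding genes were grouped by the letters before the first digit of their symbols, so symbols without a digit were left out. The 432 families with at least 5 tested members were tested like the gene lists, which called 11, of which 5 were also called with the GC and length trend removed. Besides those described next, these were the IGFBP family (adjusted p = 3.67e-09, and 1.21e-08 with the trend removed), with 2 of 6 lower, IGFBP1 (Wald statistic -55.1) and IGFBP3 (-2.98), and a family median of -0.05, and RRP (1.46e-08 and 1.25e-05), with 6 of 8 higher. The calls of NOP (0.0724), ZKSCAN (0.246), RASSF (0.244) and PLIN (0.369) ended with the trend removed, as did 2 named below. Apart from the trend removal, the alternatives to the list test, such as the preset correlation of 0.05, were not run on families. Metallothioneins, small proteins that bind zinc and copper, fell in 6 of 7 cases in the authors' deposited table, with MT1E at -1.13 ± 0.13, MT1G at -1.11 ± 0.12, MT2A at -1.05 ± 0.13, MT1X at -1.03, MT1F at -0.86 and MT1M at -0.47, while MT1A was not called (0.02). The family's adjusted p was 4.77e-05, and 0.000287 with the GC and length trend removed. Their sequences are much alike and the rule for shared reads is not known here, so the values of single members are uncertain. Shared reads would also make members move together, so the family's adjusted p may be too small.

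Beta-tubulin genes rose in 5 of 8 entries of the authors' deposited table, in which TUBB3 has an entry that rose (0.60) and another that was not called (0.04), with TUBB2A at 0.63 ± 0.047, TUBB4B at 0.60 ± 0.024 and TUBB6 at 0.54 ± 0.074 (family adjusted p = 1.07e-08, and 0.000187 with the trend removed). TUBB, whose symbol has no digit, is not among these 8 entries. Alpha-tubulin genes rose in 4 of 5 cases, among them TUBA1C (0.31) and TUBA1B (0.28) in the deposited table, with a family adjusted p of 0.0112 that became 0.126 with the trend removed. The SR splicing factor genes rose in 5 of 12 entries of the authors' deposited table, led by SRSF7 (0.63 ± 0.048), SRSF2 (0.35), SRSF3 (0.27) and SRSF1 (0.27), with a family adjusted p of 0.0112, and 0.000363 with the trend removed. Among Wnt receptor genes, FZD4 (-0.79 ± 0.028), FZD5 (-0.48 ± 0.029) and FZD7 (-0.26) fell and FZD1 (0.38) and FZD9 (0.35) rose in the authors' deposited table; the family's adjusted p of 0.0136 became 0.0724 with the trend removed. FZD9 was at 0.16 and no longer called with the trend removed (adjusted p = 0.176).

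Of 3 technical explanations weighed for the GC trend of the fold changes, transcript length does not account for it (partial Spearman correlation with GC content given length 0.307, 95% interval 0.290 to 0.321, 13275 genes), nor does the 3 prime untranslated region alone (0.147 with GC content of the coding sequence given that region, 0.127 to 0.166, 11087 genes). A GC bias of the libraries as the whole cause met the bound set beforehand against it, with a slope of 0.0353 per 10 points of GC in 137 genes of 4 housekeeping lists (0.00187 to 0.0679) against 0.0834 in all protein-coding genes. That bound was too weak, since the slope was 0.0611 (0.0109 to 0.114) without ribosomal proteins and 0.0189 (-0.0067 to 0.0435) without mitochondrial import, the lists having 0.0126 (ribosomal proteins), 0.0308 (aminoacyl-tRNA synthetases), 0.0353 (oxidative phosphorylation) and 0.110 (import, -0.0187 to 0.255). Antisense RNAs (0.0322, upper limit 0.0496) and pseudogenes (0.0281, 0.0445) lay below 95% ranges that start at 0.0555 and 0.0571 in protein-coding genes matched on mean count, which argues against a bias alike in all transcripts, but lincRNAs (0.0387, 0.0582) overlapped theirs, from 0.0515. A GC bias thus stays open, as does a response to insulin tied to GC content, which was not tested.

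The median of 22 mitosis transcripts was -0.10 with insulin, with 11 lower, 10 not called and 1 higher. The mitosis median lay at percentile 0.09 among 10000 lists matched on mean count and at percentile 0.03 among lists matched on length and GC content. After the shift to equal totals its median log2 fold change was -0.074 (95% interval -0.15 to -0.019). Neither abundance, nor length or GC content as taken from the longest transcript, thus accounts for the whole shift. The shift to equal totals removes a log2 ratio of -0.022 from every gene, too little to cancel this median. It therefore cannot decide whether another scaling would. The set call itself ended at equal totals (adjusted p = 0.0515) and with the trend removed (0.162, with the median at -0.09). It also ended with the fold change as the statistic (0.105) and at a correlation of 0.05 (0.135). A change in the share of cells in each phase is a candidate explanation, as a hypothesis that these data did not test.

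Of 72 ribosomal protein transcripts 58 were not called, the median was -0.05, and the list's call (adjusted p = 0.0401) ended under 4 of 5 alternatives, with 0.0899 to 0.557. Their median statistic lay at percentile 3.14 among 10000 lists matched on mean count, within the range set beforehand for an effect of abundance, so a mild trend among abundant transcripts may account for it. It lay at percentile 0 among lists matched on length and GC content. Both were taken from the longest annotated transcript, and whether the cells express that form was not examined. The match, and the GC slope of this list given above, are therefore uncertain, and no conclusion on length or GC content is drawn. At equal totals the median was -0.030 (95% interval -0.042 to -0.0095), and 3 calls remained. This shift removes a log2 ratio of -0.022 from every gene, too little to cancel the deposited median. It therefore cannot decide whether another scaling would. No biological explanation was tested for this pattern.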
